A study of Homo sapiens with 72 samples. Its data were reported in "Metabolism-dependent secondary effect of anti-MAPK cancer therapy on DNA repair" (2024).

How the data were processed

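The data were QuantSeq libraries, which capture the 3′ end of polyadenylated RNA, from cytoplasmic RNA of A375 cells, an established human melanoma line. There were 72 libraries from 4 conditions, with 18 libraries per condition. Cells transfected with siRNAs against CTU2 (siCTU2) or with a control siRNA (siGL2) for 42 h formed one experiment. Cells kept for 18 h in medium without glutamine (mQ) or in control medium (pQ) formed the other. Each condition was followed for 0, 3 and 5 h after triptolide (25 µM), which blocks transcription, alone (T arm) or together with cycloheximide (100 µg/ml), which blocks translation (TCHX arm). This gave 24 groups of 3 replicates. Groups and replicate numbers were taken from the sample titles.

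The deposited values are raw read counts per gene. Per the study's methods, the authors trimmed adapters and runs of A from the forward reads, mapped them to the human genome GRCh38 with HISAT2 and assigned them to exons with htseq-count and the NCBI annotation. No step with molecular identifiers was stated, so counts may include PCR copies. The edgeR models estimated their spread from the replicate libraries, whereas thinning of counts at random covers counting error only. The count table had 44659 gene names, of which 15166 had 0 counts in all libraries. Another 5088 names marked extra copies of 2713 genes and held at most 0.079% of a library's counts. Reads of near-identical copies could have been divided among these names, so genes with such copies are named as uncertain. The RNA had been spiked with ERCC standards. The table used here had 0 spike-in names, and scaling to the spike-in was therefore not used here. All sample columns were matched to a title, and 0 were left over.

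Total counts ranged from 5987692 to 15534331 per library. Levels are given as CPM, which are counts scaled to an equal total in every library, computed over all genes.

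Counts were analysed in R 4.3.3. At 0 h, the T arm of siCTU2 was compared with that of siGL2, and mQ with pQ, with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood F-test, 6 libraries per fit, no replicate term). Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01 (limma 3.58.1), and again with an estimated correlation and with fry. The lists held 20 cytoplasmic aminoacyl-tRNA synthetases, 16 amino acid stress response genes and 30 replication and repair genes, and were fixed before the data were examined, as were the comparisons, the thresholds and the rule for naming genes. By that rule, for each 0 h comparison the 5 genes with the largest rise and the 5 with the largest fall were named among genes past the threshold that moved the same way in all 3 same-numbered pairs of libraries and had a mean of at least 50 counts in the higher group. For each TDD comparison, the 3 genes with the smallest p in each direction were named among genes with a mean normalised 0 h count of at least 100. CTU2, EPRS1 and known targets of translation-dependent decay were also named. Some genes that met the rule are not reported here.

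After a transcription block, library totals cannot serve as a scale. Counts were therefore scaled, after the study's methods, to stable genes. A gene was stable if its CPM was above 0.2 at 0 h, if its CPM at 3 h or 5 h was at least 1.1 times that at 0 h, and if its 0 h CPM was above 0.1 times the later CPM, in both arms of every replicate of both conditions. The methods leave open whether a gene must pass at both times. Passing at either was used, and passing at both was an alternative. There were 198 stable genes in the siRNA experiment (4.37% of counts) and 82 in the medium experiment (2.57%), of which 197 and 81 had counts in every library and gave size factors by the median of ratios. Because stable genes are selected for rising CPM, all changes over time are relative to them.

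The effect of cycloheximide was tested in each condition with edgeR on its 18 libraries, as the mean of TCHX minus T at 3 h and 5 h, and its difference between conditions as an interaction over 36 libraries. The translation-dependent decay (TDD) index of an mRNA was the normalised count in the TCHX arm minus that in the T arm at the same time, divided by the 0 h count (R0, taken as the mean of the T and TCHX 0 h libraries of the replicate). Genes with a mean normalised 0 h count of at least 10 in both conditions were kept. A linear model with condition, time and replicate was fitted to the 12 values of each gene, and an unadjusted p of at most 0.05 was used after the study's methods, with adjusted values beside it. Values at 3 h and 5 h share R0 and are not independent. Codon frequencies were computed over the 61 sense codons. Of the 19017 genes with a coding sequence in the GENCODE annotation of GRCh38, 342 sequences that lacked a start codon, had a broken frame or held an inner stop codon were left out. Frequencies were compared by beta regression with coding length as covariate (glmmTMB 1.1.9) and Tukey-adjusted contrasts (emmeans 1.11.2.8). Gene positions are from the same annotation and are given 1-based.

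The count models were tested on simulated counts with 200 genes changed 2-fold. The 0 h comparison recovered 84% of them with 9 false calls among 12303 genes, the cycloheximide comparison 100% with 10 among 13238, and the interaction 89% with 7 among 13530. The TDD model recovered 98.5% at the unadjusted threshold, where 4.9% of unchanged genes were also called, and 11% after adjustment (12504 genes). Simulated counts were independent between libraries, with a dispersion of 0.03. For the time course they were drawn from siGL2 means without replicate 3. They held none of the deviations that real libraries shared, so these rates need not hold for the real counts. A simulated codon enrichment gave a beta regression p of 1.55e-09 over 6000 genes, against 0.222 for an unchanged codon.

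Whether equal replicate numbers pair libraries was checked by the correlation, across 6425 genes above a mean of 20 CPM, of deviations from group means. At 0 h in the T arm the pairs of siCTU2 and siGL2 libraries gave 0.15, 0.23 and 0.37, all above 0.1, so these libraries were treated as paired where a block was tried. Alternatives were TMM and median-of-ratios scaling, stable genes chosen otherwise, DESeq2 1.42.0, no filter or a stricter filter, a test against a 1.5-fold change, the TCHX arm at 0 h, other definitions of R0, a replicate block or its omission, other minimum counts, and leaving out each replicate. Use of 3 h alone, third-position GC as a covariate of the codon regression, the TCHX arm at 0 h without pQ replicate 3, and the alternatives for GADD45A, SNHG1 and GAS5 were chosen after the data had been seen. So was leaving out a replicate for TCHX against T at 0 h. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.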

Results

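Cytoplasmic RNA of A375 cells was profiled in 72 QuantSeq libraries, with 3 replicates in each of 24 groups. The groups combined 4 conditions (siCTU2, siGL2, mQ and pQ) with the T or TCHX arm and 0, 3 or 5 h of treatment. Libraries held between 5987692 and 15534331 counts. Across 6425 genes, which are not independent replicates, log2(CPM + 1) values of replicates 1 and 2 correlated with r between 0.961 and 0.992 in all 24 groups. Replicate 3 differed at 5 h, where its r with replicates 1 and 2 lay between 0.852 and 0.936 in the 8 groups. In addition, 3 libraries of replicate 3 (mQ T 5 h, pQ TCHX 0 h and the library labelled siCTU2 TCHX 5 h) had counts for 19896 to 20364 genes, against 15507 to 17495 in the other 69. Replicate 2 of mQ T 0 h and of siCTU2 TCHX 5 h partly shared the deviation of replicate 3 at 5 h. Their EEF1A1 levels were 780.8 and 1299 CPM, against 2355 to 3875 CPM in 61 other libraries. In the 6 replicate 3 libraries at 5 h without extra genes, EEF1A1 was at 381.7 to 543.9 CPM. All libraries were kept in the comparisons, and values without a replicate are given where they change a result.

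**Figure D1:**
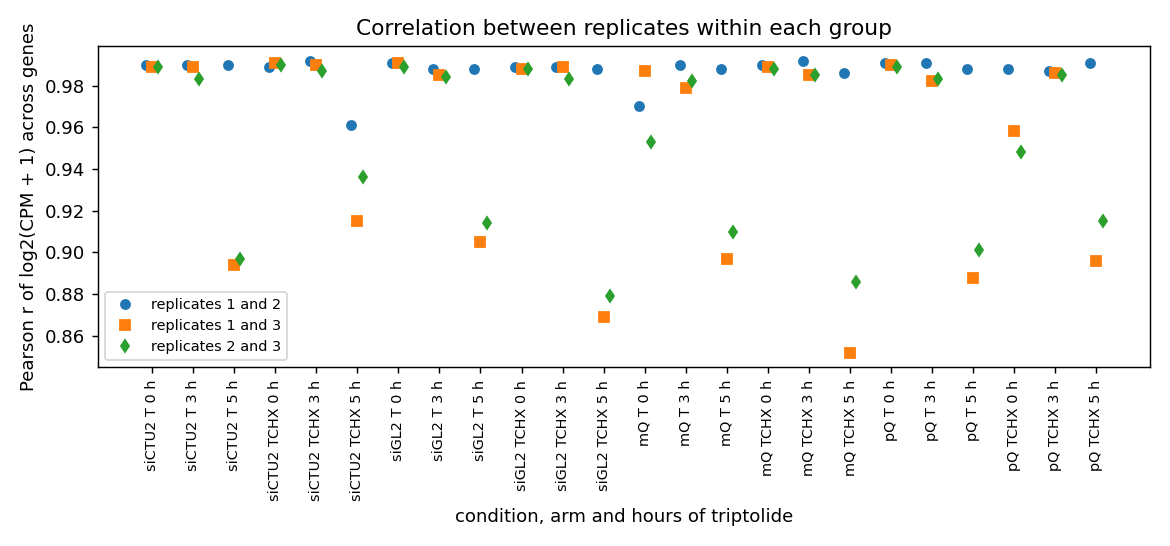
Pearson r (y axis) of log2(CPM + 1) across 6425 genes between the replicates of each of the 24 groups (x axis), with one marker per pair of replicates. Pairs with replicate 3 lie between 0.852 and 0.936 in the 8 groups at 5 h.

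The level of CTU2, which encodes a subunit of a tRNA-thiolating enzyme, was first examined in every group. CTU2 lies on chromosome 16 (88706483 to 88715396, plus strand, GRCh38). In the T arm at 0 h, CTU2 reached 1.76 CPM ± 1.04 (SD, n = 3; 11 to 28 counts) in siCTU2 cells and 22.4 CPM ± 1.58 (SD, n = 3; 183 to 196 counts) in siGL2 cells. Its log2 fold change was -3.71 (SE 0.28, edgeR adjusted p = 9.16e-09). The means of the other siCTU2 groups were 0.636 (T 3 h), 0.775 (T 5 h), 1.77 (TCHX 0 h) and 0.684 CPM (TCHX 3 h), and those of the siGL2 groups lay between 22.4 and 31.1 CPM. One library went against its label. The library labelled siCTU2 TCHX 5 h replicate 3 had 10.4 CPM of CTU2 (117 counts), while replicates 1 and 2 had 0.203 and 0.168 CPM (2 counts each). In the medium experiment, the CTU2 group means lay between 21.5 and 35.7 CPM, and mQ and pQ cells did not differ past the threshold at 0 h (log2 fold change -0.37, SE 0.16, edgeR adjusted p = 0.112). Without mQ replicate 2, the 0 h library with low EEF1A1, this difference passed the threshold (-0.48, edgeR adjusted p = 0.0349).

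**Figure D2:**
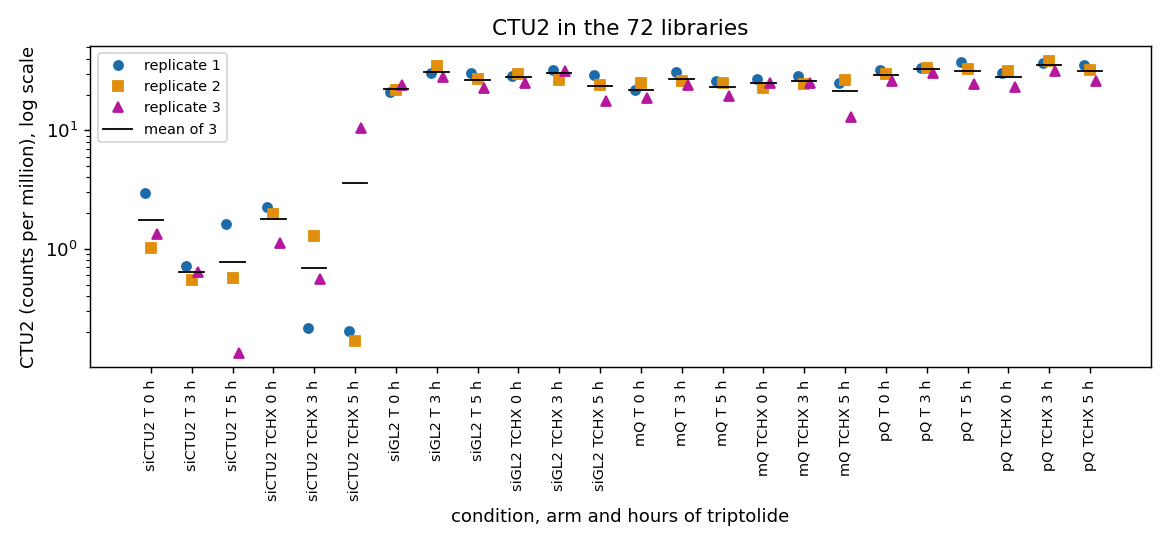
CTU2 in CPM (y axis, log scale) in each of the 72 libraries, by condition, arm and hours of triptolide (x axis). Markers are replicates and bars are means of 3; the library labelled siCTU2 TCHX 5 h replicate 3 lies at 10.4 CPM.

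CTU2 depletion was next compared with the control siRNA at the start of the time course. The expression level of 4429 of 12292 tested genes (36%) differed between siCTU2 and siGL2 cells in the T arm at 0 h (edgeR adjusted p under 0.05), of which 2194 were higher and 2235 lower. A change of at least 2-fold was estimated for 1108 of them. Tested against a 1.5-fold change, 982 genes remained past the threshold, which was the alternative that moved the count most. DKK1 (chromosome 10, 52314281 to 52318042, plus strand) rose most, from 1.28 ± 0.297 to 63.3 ± 14.7 CPM (SD, n = 3), with a log2 fold change of 5.60 (SE 0.23, edgeR adjusted p = 3.87e-12). EHF, C9orf135, FLG and MUC7 followed with log2 fold changes of 4.36, 4.15, 4.00 and 3.66. CTU2 itself was among the 5 genes with the largest decrease. The transcript LOC105372157 had at most 1 count per library in siCTU2 cells and was at least 11.3-fold lower, computed against a floor of 3 counts. IDH1 (chromosome 2, 208236229 to 208266074, minus strand) fell from 70.7 ± 1.43 to 5.08 ± 1.85 CPM (SD, n = 3; log2 fold change -3.79, SE 0.18). G3BP2 (chromosome 4, 75641849 to 75724589, minus strand) fell from 118 ± 0.769 to 8.57 ± 1.89 CPM (log2 fold change -3.77, SE 0.13). CCT3 (chromosome 1, 156308968 to 156367873, minus strand) fell from 552 ± 9.91 to 45.5 ± 0.793 CPM (log2 fold change -3.60, SE 0.07). The edgeR adjusted p-values of these 3 genes were 2.54e-11, 3.21e-13 and 1.44e-16.

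Glutamine depletion was compared with control medium in the same way. The expression level of 3071 of 12374 genes (24.8%) differed between mQ and pQ cells, 1541 being higher and 1530 lower, and 745 were estimated to change at least 2-fold. The count was 293 when tested against a 1.5-fold change and 810 in the TCHX arm at 0 h, or 2553 in that arm without pQ replicate 3, one of the 3 libraries with extra genes. It was 1638 without pQ replicate 1 and 1476 without pQ replicate 2. Without mQ replicate 2, the 0 h library with low EEF1A1, it was 3319. CHAC1 (chromosome 15, 40952962 to 40956512, plus strand) rose from 2.37 ± 0.581 to 154 ± 20.2 CPM (SD, n = 3; log2 fold change 6.05, SE 0.19, edgeR adjusted p = 5.94e-09). NUPR1, ALDH1L2 and JDP2 rose with log2 fold changes of 5.96, 5.22 and 4.18. For ALDH1L2 the pQ libraries held at most 7 counts each (0.189 ± 0.328 CPM, SD, n = 3). Its rise was at least 18.5-fold, computed against a floor of 3 counts. The fitted log2 value of 9.29 without pQ replicate 3 rests on controls with hardly any counts and gives no exact size. Among lowered genes, RPN2 (-4.37) rested on variable control libraries (20.9 ± 28.6 CPM, SD, n = 3) and was -2.13 without pQ replicate 3. Its call was lost without mQ replicate 1 (-4.09, edgeR adjusted p = 0.055), and that of CRTC2 without pQ replicate 2 (-2.30, edgeR adjusted p = 0.0621). Neither RPN2 nor CRTC2 (-2.60) kept its direction in the TCHX arm at 0 h, where the log2 fold changes were 0.18 and 0.45, or -0.25 and -0.19 without pQ replicate 3 (edgeR adjusted p = 0.796 and 0.777). PPP4C and FZD1 fell by 2.51 and 2.43 on the log2 scale. MRPS36 fell by 2.76, but its name had extra copies in the table, which leaves its count uncertain. Without mQ replicate 2 the log2 fold changes of MRPS36, CRTC2, PPP4C and FZD1 were -2.17, -2.01, -2.05 and -2.14. In the TCHX arm at 0 h the log2 fold changes of PPP4C, FZD1, MRPS36 and ALDH1L2 were -0.09, -0.98, -0.73 and 2.68, and none of them passed the threshold there (edgeR adjusted p = 0.944, 0.297, 0.612 and 0.0843). Without pQ replicate 3 of that arm they were -0.62, -1.48, -1.17 and 5.50, and all but MRPS36 passed (edgeR adjusted p = 0.0133, 4.13e-05, 0.166 and 2.37e-05).

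EPRS1, which charges tRNAs with glutamate and proline, lies on chromosome 1 (219968600 to 220046530, minus strand). Its level was higher in mQ than in pQ cells (350 ± 18.1 against 170 ± 2.61 CPM, SD, n = 3; log2 fold change 1.09, SE 0.09, edgeR adjusted p = 2.21e-05). Between siCTU2 and siGL2 cells it did not differ (log2 fold change 0.08, SE 0.07, edgeR adjusted p = 0.405). The latter value was 0.05 without siGL2 replicate 1 and -0.03 in the TCHX arm.

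Gene lists were tested in both experiments, which made 6 tests. All 14 tested amino acid stress response genes were higher in mQ than in pQ cells, both adjusted over the list alone and over all genes tested, with a median log2 fold change of 2.2 and a range from 1.02 to 6.05 (camera, adjusted p = 7.38e-71 over the 6 tests). Of 18 tested aminoacyl-tRNA synthetases, 11 were higher and 0 lower, adjusted over the list alone and over all genes tested alike (median 0.69, camera, adjusted p = 3.69e-18). Of 30 replication and repair genes, 13 were lower adjusted over the list alone and 8 over all genes tested (median -0.22, camera, adjusted p = 0.000387). The stress and synthetase calls held with an estimated correlation (unadjusted p = 0.00222 and 0.00153) and under fry (unadjusted p = 0.000179 and 7.33e-06). The call of the repair list held under fry (unadjusted p = 0.0114) and not with an estimated correlation (unadjusted p = 0.206). In siCTU2 cells, the stress list was raised (median 0.23, camera, adjusted p = 0.000338). Its unadjusted p was 0.0456 for camera with an estimated correlation and 0.000452 under fry. The value of 0.0456 lies close to the threshold and was not adjusted over the 6 tests. It therefore does not show that the call holds with an estimated correlation. In the stress list, 6 genes were higher and 1 lower, adjusted over the list alone and over all genes tested alike. Its median was 0.12 without siGL2 replicate 1 and 0.46 without siGL2 replicate 3. The synthetase list (median -0.04, camera, adjusted p = 0.767) and the repair list (median -0.14, adjusted p = 0.475) did not pass in siCTU2 cells. The synthetases passed under fry (unadjusted p = 0.026) but not with an estimated correlation (unadjusted p = 0.765). These medians were -0.01 without siCTU2 replicate 1 and -0.08 without siCTU2 replicate 3. Adjusted over the list alone, 1 synthetase was higher and 4 lower, and 5 repair genes were higher and 11 lower, against 1, 4, 4 and 9 over all genes tested.

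**Figure D3:**
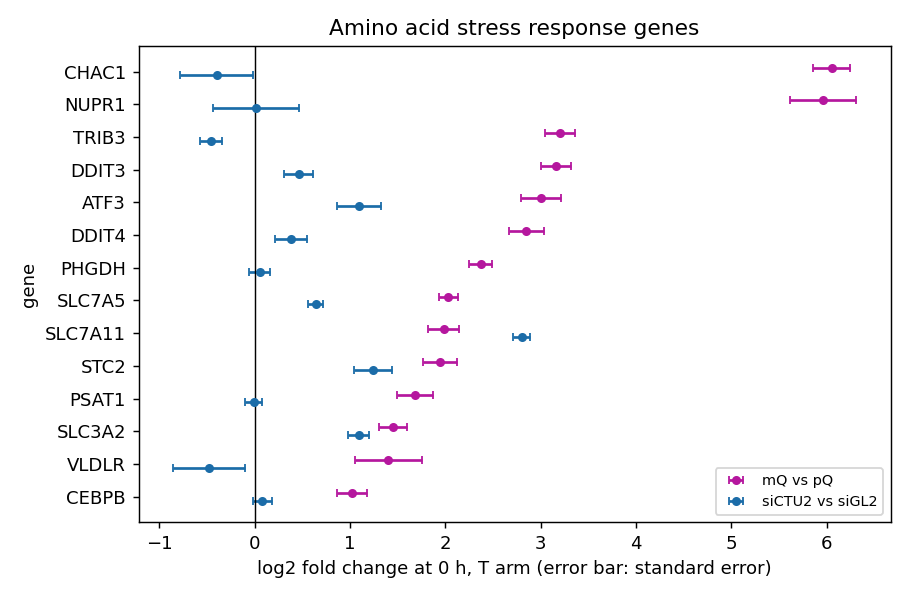
Log2 fold change at 0 h in the T arm (x axis; error bars are standard errors) of the 14 tested amino acid stress response genes (y axis) for mQ against pQ and for siCTU2 against siGL2. All mQ values lie between 1.02 and 6.05, while siCTU2 values lie between -0.48 and 2.80.

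Because triptolide blocks transcription, short-lived mRNAs were inspected in the T arm. JUN went from 25.1 ± 6.75 CPM at 0 h to 0.95 ± 0.656 at 5 h in siGL2 cells (SD, n = 3), and from 24.6 ± 0.574 to 0.485 ± 0.452 in pQ cells. In the T arm of mQ cells at 5 h, replicates 1 and 2 had 1.18 and 0.225 CPM of JUN and replicate 3 had 25.9. Relative to the stable genes, the median gene had changed by -1 ± 0.49 (log2, SD, n = 3) at 5 h in siCTU2 cells, -0.79 ± 0.28 in siGL2 cells, -0.67 ± 0.16 in mQ cells and -0.81 ± 0.27 in pQ cells. These values depend on the scale by construction, and with TMM they lay between -0.07 and -0.01.

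The effect of blocking translation was then measured in each condition as the TCHX arm against the T arm. The level of 2881 of 13638 genes differed in siCTU2 cells (2858 higher with cycloheximide), of 1670 of 13161 in siGL2 cells (1597 higher), of 704 of 13442 in mQ cells (688 higher) and of 1701 of 13347 in pQ cells (1640 higher). The median over all genes was 0.22 (log2) in siCTU2 cells and 0.05, 0.05 and 0.06 in siGL2, mQ and pQ cells. The count in mQ cells moved most, to 1 without replicate 1, 0 without replicate 2 (704 with all), 3690 without replicate 3 and 1 when the difference at 0 h was subtracted. Without replicate 1 the counts were 1178 in siCTU2, 717 in siGL2 and 949 in pQ cells. Without replicate 2 they were 723 in siGL2 and 820 in pQ cells, and without replicate 3 that in siGL2 cells was 2666. The siCTU2 values include the library labelled siCTU2 TCHX 5 h replicate 3, whose CTU2 level went against its label, and 2657 genes were called without replicate 3. At 0 h, when cycloheximide had just been added, 0 genes differed between the arms in any condition, with 160, 96, 311 and 287 genes at an unadjusted p under 0.05 in siCTU2, siGL2, mQ and pQ cells. Leaving out replicate 3 gave 345 genes at 0 h in mQ cells, and leaving out replicate 2 gave 1 in pQ cells. Of the known targets of translation-dependent decay, GADD45B rose by 3.32 (siCTU2), 5.62 (siGL2), 2.72 (mQ) and 4.65 (pQ) on the log2 scale, with edgeR adjusted p-values of 1.46e-06, 1.43e-06, 0.0173 and 3.35e-08. In mQ cells the rise of GADD45B was 5.22 without replicate 3, and it did not pass the threshold without replicate 1 (2.36, adjusted p = 0.426), without replicate 2 (2.21, adjusted p = 0.625) or when the difference at 0 h was subtracted (2.25, adjusted p = 0.545). ATF4 rose by 1.07, 0.97, 0.87 and 0.86, with adjusted p-values of 0.000125, 1.64e-05, 0.0285 and 0.00244. The rise of ATF4 in mQ cells did not pass the threshold without replicate 1 (0.75, adjusted p = 0.414), without replicate 2 (0.73, adjusted p = 0.653), when the difference at 0 h was subtracted (1.08, adjusted p = 0.5) or at 3 h alone (0.47, adjusted p = 0.161). In pQ cells it did not pass without replicate 1 (0.91, adjusted p = 0.0515) or when the difference at 0 h was subtracted (0.51, adjusted p = 0.519). GAS5 rose by 0.85, 0.46 and 0.42 in siCTU2, siGL2 and pQ cells and by 0 in mQ cells (adjusted p = 0.00175, 0.0441, 0.00621 and 1). The calls of GAS5 in siGL2 and pQ cells were lost without replicate 1 (0.45 and 0.51) and without replicate 2 (0.44 and 0.47), and in mQ cells it passed without replicate 3 (0.29, adjusted p = 0.0454). GADD45A rose by 1.63, 1.71, 2.22 and 2.30 and SNHG1 by 0.94, 0.71, 0.91 and 0.55 in siCTU2, siGL2, mQ and pQ cells, all past the threshold. In mQ cells neither passed without replicate 1 (2.01 and 0.90) or without replicate 2 (2.01 and 0.86), nor did SNHG1 in pQ cells (0.58 and 0.63). With the difference at 0 h subtracted, GAS5 and SNHG1 passed in no condition, with values of 0.84 and 0.73 in siCTU2 cells, and GADD45A did not pass in mQ cells (1.94). SNHG1 did not pass in pQ cells with TMM (0.44). At 3 h alone, GAS5 did not pass in siGL2 and pQ cells (0.24 and 0.31, adjusted p = 0.331 and 0.351). Nor did SNHG1 pass at 3 h alone in mQ and pQ cells (0.60 and 0.39, adjusted p = 0.0911 and 0.281). SNHG12 passed the threshold in siCTU2, siGL2 and pQ cells (0.79, 0.56 and 0.58) and not in mQ cells (0.35, adjusted p = 0.524). SNHG15 passed in siCTU2 and pQ cells (1.2 and 0.93). It did not pass in siGL2 cells (0.99, adjusted p = 0.0534) or mQ cells (0.76, adjusted p = 0.144). TBL2 and UPP1 did not pass the threshold in any condition.

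Whether the effect of cycloheximide differed between conditions was tested as an interaction. The test called 54 of 14259 genes in the siRNA experiment, 50 with a larger rise in siCTU2 cells and 4 with a smaller one (smallest edgeR adjusted p = 3e-05, 1316 genes at an unadjusted p under 0.05). Without replicate 1 the count was 1, and without replicate 2 it was 5. Leaving out replicate 3, and with it the library labelled siCTU2 TCHX 5 h replicate 3 that went against its label, gave 61. In the medium experiment 0 of 14177 genes were called (525 at an unadjusted p under 0.05), and 293 without replicate 3.

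The TDD index measures how much mRNA is kept when translation is blocked, relative to the initial level. CTU2 depletion was associated with a higher TDD index for 893 mRNAs and a lower one for 107, of 12263 tested, at an unadjusted p of at most 0.05. At this threshold 613 calls in both directions would be given by chance if the p-values were exact. Relabelling the replicates into other groups of 3 gave from 215 (larger direction) and 169 (smaller) to 1464 and 224. The 613 is therefore a nominal level only. After adjustment 0 mRNAs passed (smallest adjusted p = 0.162). The split changed with the scale, to 500 higher and 271 lower with TMM. Dividing each arm by its own 0 h library gave 1975 and 230, with 4 mRNAs past the threshold after adjustment. Without replicate 1, 309 were higher and 120 lower, and without replicate 3, which removes the library labelled siCTU2 TCHX 5 h replicate 3 that went against its label, 207 were lower. The median TDD index per replicate was 0.103 ± 0.0797 (SD, n = 3) in siCTU2 cells and 0.0256 ± 0.0188 in siGL2 cells, a difference of 0.0772 that was not past the spread between replicates (two-sided exact permutation test, p = 0.3; the smallest p possible is 0.1). It was 0.0349 without replicate 3. The smallest p-values among higher values belonged to ZBTB7A (chromosome 19, 4043303 to 4066899, minus strand), ZBED5 and ZC3H13 (differences 0.15, 0.424 and 0.141, unadjusted p = 2.7e-05, 4.96e-05 and 5.92e-05) and among lower values to ADPRS, NAT8L and MUL1 (-0.15, -0.218 and -0.2). None passed after adjustment, and NAT8L changed sign (0.0153) when each arm was divided by its own 0 h library. With the mean over times and a replicate block (limma), ZBED5 kept an unadjusted p under 0.05 (0.00697). ZBTB7A, ZC3H13, ADPRS, NAT8L and MUL1 did not (unadjusted p = 0.145, 0.164, 0.144, 0.056 and 0.0744).

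Glutamine depletion was associated with a higher TDD index for 431 mRNAs and a lower one for 161, of 12395 tested. The total of 592 lies below the nominal 620 that exact p-values would give by chance. Relabelling the replicates into other groups of 3 gave from 245 (larger direction) and 77 (smaller) to 1024 and 367. After adjustment 0 passed (smallest adjusted p = 0.447). With TMM the direction of the majority turned, with 279 higher and 711 lower. It also turned without replicate 1 (142 higher, 219 lower) and without replicate 2 (111 higher, 219 lower), and there were 1336 higher without replicate 3. After adjustment 213 mRNAs passed with each arm divided by its own 0 h library, 1 with TMM and 1 without replicate 1. Median TDD indices were 0.0248 ± 0.0876 (SD, n = 3) in mQ cells and 0.0327 ± 0.0248 in pQ cells, which did not differ past the spread between replicates (two-sided exact permutation test, p = 1; the smallest p possible is 0.1). The difference was -0.00789, and -0.0705 without replicate 2 or 0.0536 without replicate 3. Replicate 3 includes the mQ T 5 h and pQ TCHX 0 h libraries with extra genes. Its median index was -0.0763 in mQ and 0.0607 in pQ cells. Replicates 1 and 2 had 0.0728 and 0.0778 in mQ cells, and 0.0137 and 0.0236 in pQ cells. The test therefore cannot exclude a difference. PRMT1, PHKG2 and MRPL28 had the smallest p-values among higher values (differences 0.104, 0.211 and 0.217, unadjusted p = 6.86e-05, 7.21e-05 and 0.000206), and PNN, CCNL2 and NBPF9 among lower values (-0.118, -0.179 and -0.224). None of these passed after adjustment. The difference of PRMT1 was 0.0386 without replicate 2 and 0.0565 without replicate 1 (linear model, unadjusted p = 0.361 and 0.141). MRPL28 had an unadjusted p of 0.0525 without replicate 1, and PNN one of 0.0534 without replicate 2. With the mean over times and a replicate block (limma), MRPL28 had an unadjusted p of 0.0499. Those of PRMT1, PHKG2, PNN, CCNL2 and NBPF9 were 0.26, 0.0529, 0.213, 0.0859 and 0.0517.

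**Figure D4:**
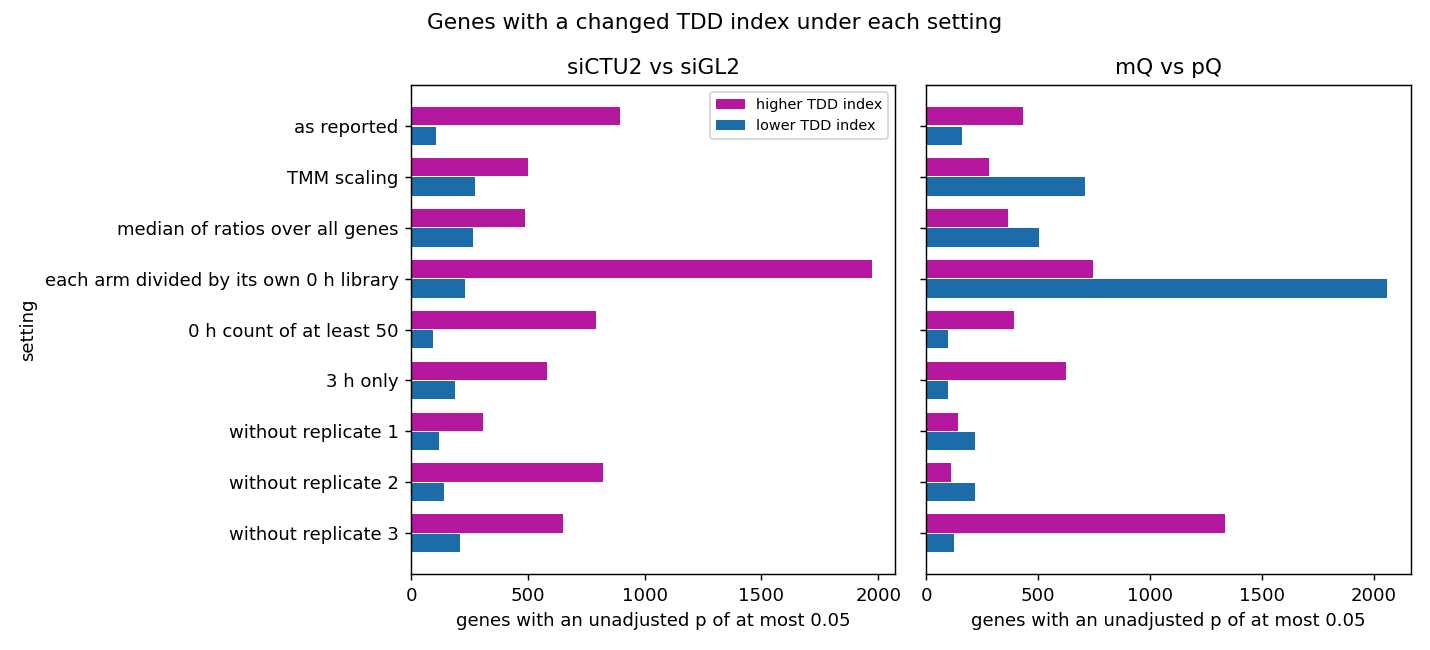
Number of mRNAs with a higher or lower TDD index at an unadjusted p of at most 0.05 (x axis) under each setting (y axis), for siCTU2 against siGL2 and for mQ against pQ. With TMM the counts are 500 and 271 in the siRNA experiment and 279 and 711 in the medium experiment.

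The difference between the 2 responses of the TDD index was tested directly. Of 12024 mRNAs, 0 passed after adjustment (smallest adjusted p = 0.253, 880 at an unadjusted p under 0.05). There were 36 mRNAs with a higher index in both experiments, where 31.4 are given by chance (one-sided Fisher's exact test, p = 0.216). Across all these mRNAs, the rank correlation of the 2 differences was -0.17.

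Codon content was then compared, because CTU2 modifies tRNAs that read AAA (Lys) and GAA (Glu) codons and glutamine is a source of glutamate. Coding sequences were found for 87.4% of tested mRNAs in the siRNA experiment and 87.2% in the medium experiment. The 832 mRNAs with a higher TDD index in siCTU2 cells had a relative frequency of AAA codons of 15.8% (3.11% against 2.69% of codons, Tukey-adjusted p = 6.81e-08) and of GAA codons of 17.1% (3.70% against 3.16%, Tukey-adjusted p = 6.18e-07), each relative to the 9791 unaffected mRNAs. These ranked 6 and 3 among 61 codons. A/T-ending codons were enriched in general, 25 of 30 being more frequent, against 4 of 31 G/C-ending codons. With third-position GC in the regression the p-values were 0.000377 and 0.000799. Without replicate 1 both relative frequencies turned negative (-1.9% and -2%), as they did among the tenth of genes with the largest TDD difference (-5.1% and -2.9%).

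The 405 mRNAs with a higher TDD index in mQ cells had a relative frequency of GAA codons of -7.1% (2.96% against 3.19% of codons, Tukey-adjusted p = 0.0245) and of GAG codons of 14.3% (4.65% against 4.07%, Tukey-adjusted p = 1.32e-06), relative to 10298 unaffected mRNAs. Here 25 of 31 G/C-ending codons and 3 of 30 A/T-ending codons were more frequent. With third-position GC in the regression, the estimated GAA difference turned to 5.8% (Tukey-adjusted p = 0.0286), and that of GAG had a Tukey-adjusted p = 0.0179. Without replicate 3 the relative frequencies were 2% (GAA) and 0.7% (GAG), and without replicate 2 that of GAA was -28.5%. Genes are not independent replicates, and the p-values of codon tests do not cover the variation between libraries that decides which mRNAs are called.

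**Figure D5:**
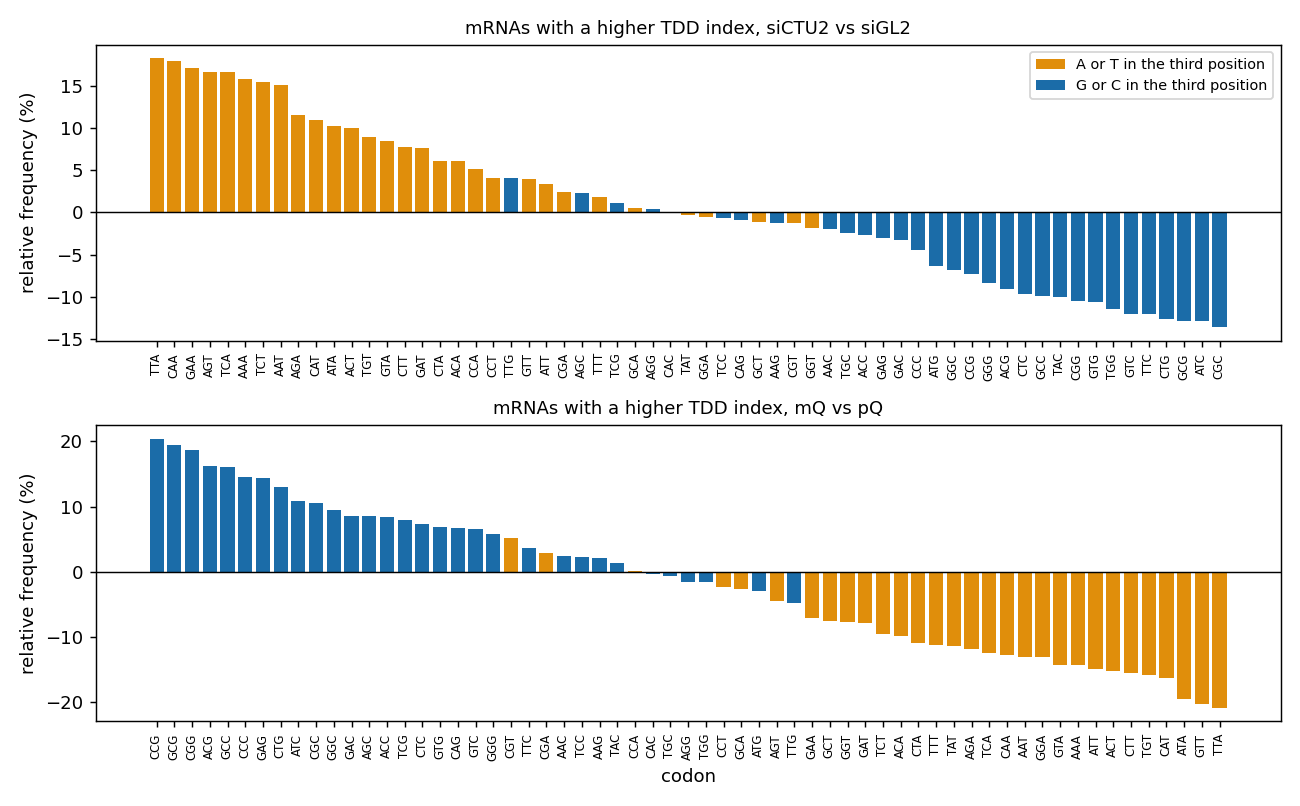
Relative frequency (y axis, %) of each of the 61 sense codons (x axis) in mRNAs with a higher TDD index against unaffected mRNAs, for siCTU2 against siGL2 (top) and mQ against pQ (bottom). In the siRNA experiment 25 of 30 A/T-ending codons lie above 0, and in the medium experiment 25 of 31 G/C-ending codons do.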

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

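The tests of scaling and of replicate 3 in this part were chosen after the result was seen. The effect of cycloheximide differed between siCTU2 and siGL2 cells for 54 of 14259 genes by a test of the difference itself (edgeR interaction, adjusted p under 0.05), with 50 larger in siCTU2 cells and a median of 1.08 (log2) over the 54. MTF2 (1.45, SE 0.19, edgeR adjusted p = 9.3e-05) was among them and was named after its values had been seen. None of the 54 (0) had extra copies in the table. Of the 10 splits of the replicates into groups of 3, only the real one (1) gave as many genes, and it was also the only one (1) among the 4 splits that part every pair, but 10 splits can never give a share under 0.1. The library labelled siCTU2 TCHX 5 h replicate 3, which went against its label, may have caused the difference, but 31 of the 54 genes were also called without replicate 3, where 61 were called in all, which argues against it as the cause of most calls. The count was 1 without replicate 1 and 5 without replicate 2. Replicate 2 of siCTU2 TCHX 5 h was also unlike most libraries (1299 CPM of EEF1A1, against 2355 to 3875 CPM in 61 others). That library stays in the fit without replicate 3, so the fit cannot exclude it as a cause. Leaving out a replicate also leaves fewer libraries, so the count of 5 cannot decide this. The scale stays open, because the median interaction over all genes was 0.14 with stable genes and -0.01 with TMM, and 25 of the 54 genes were also called with TMM, which lies between the limits set for this test. All 54 kept their direction with TMM and without replicate 3. With TMM this cannot decide about the scale, because the median over all genes moved little beside the median of 1.08 over the 54. A response to lower CTU2 also remains open and was not tested further, so the scale and a biological difference cannot be told apart for the genes called with stable genes alone.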

How the results depend on the processing

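Use of 3 h alone, third-position GC as a covariate, the TCHX arm at 0 h without pQ replicate 3, and the alternatives for GADD45A, SNHG1 and GAS5 were chosen after the data had been seen. The same holds for leaving out a replicate for TCHX against T at 0 h. There were 96 results with 1070 values under alternatives. A tested value was the same if it kept its direction and side of the threshold. A count was the same within 1.5-fold, a share within a set margin, and a median within the SD between replicates. For the 30 results that answer a comparison, 228 of 314 values were the same, 50 weaker, 21 stronger, 9 moved and 6 reversed. For 66 other results, 621 values were the same, 94 weaker, 9 stronger, 28 moved and 4 reversed. Where no cause is given for a change, the cause was not tested.

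At 0 h, a test against a 1.5-fold change, which is stricter by construction, left 982 genes (45.9% higher) in the siRNA experiment and 293 (65.2% higher) in the medium experiment. The TCHX arm gave 810 genes (59% higher) for mQ against pQ, and EPRS1 (-0.03, siCTU2), RPN2 (0.18) and CRTC2 (0.45) reversed there. Without pQ replicate 3 that arm gave 2553 genes, with RPN2 at -0.25 and CRTC2 at -0.19. Leaving out a replicate, which leaves fewer libraries, gave 3611 to 4131 genes and 1476 (without pQ replicate 2) to 3319 genes. Fry put the synthetase list past the threshold in siCTU2 cells (-0.04, p = 0.026), and an estimated correlation took the repair list below it in mQ cells (-0.22, p = 0.206). The medians of the stress list lay between 0.12 (without siGL2 replicate 1) and 0.46 (without siGL2 replicate 3) in siCTU2 cells.

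For TCHX against T, subtracting the 0 h difference gave 1177 (siCTU2), 506 (siGL2), 1 (mQ) and 703 genes (pQ), and 3 h alone gave 1685, 910, 2245 and 630, against 590, 461, 46 and 380 for 3 h in the fit of all times. Stable genes at both times gave 1110 in siGL2 cells. In mQ cells TMM gave 1224 (82.4% higher) and DESeq2 1165. Leaving out each replicate gave 1178 (without replicate 1) to 2657, 717 (without replicate 1) to 2666 (without replicate 3), 0 (without replicate 2) to 3690 (without replicate 3), and 820 (without replicate 2) to 2530 genes. Beside the 0, 2567 genes of mQ cells had an unadjusted p under 0.05 with all replicates. The median change at 5 h was -0.06, -0.06, -0.01 and -0.07 with TMM, which centres the libraries by construction, and -1.51 (siCTU2) and -1.16 (siGL2) with stable genes at both times. Leaving out each replicate gave -1.10 to -0.70, -0.92 to -0.63, -0.74 to -0.47 and -1.01 to -0.60.

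The interaction in the siRNA experiment called 32 genes with TMM (81.2% higher), 30 with the median of ratios (80%), 9 with stable genes at both times, 163 with DESeq2 (90.2%), 22 at 3 h alone (77.3%), and 1 (without replicate 1) to 61 across the 3 fits that each left out a replicate. In the medium experiment it called 2 with DESeq2, 15 at 3 h alone and 0 to 293 (without replicate 3), against 525 at an unadjusted p under 0.05 with all replicates.

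In the siRNA experiment, 500 TDD indices were higher and 271 lower with TMM, 486 and 263 with the median of ratios, 512 and 32 with stable genes at both times, 1975 and 230 with each arm divided by its own 0 h library (NAT8L reversed to 0.0153), 582 and 189 at 3 h alone, and 0 and 0 after adjustment (4 in total with each arm divided by its own 0 h library). A mean over times with a replicate block gave 448 higher. Leaving out each replicate gave 309 (without replicate 1) to 822 higher and 120 to 207 lower (without replicate 3). The median difference was 0.0192 with TMM, 0.0125 with the median of ratios and 0.0349 (without replicate 3) to 0.0991. In the medium experiment, 279 were higher and 711 lower with TMM, 747 and 2062 with each arm divided by its own 0 h library, and 0 and 0 after adjustment (213 in total with each arm divided by its own 0 h library and 1 with TMM). Lower indices numbered 503 with the median of ratios, 96 with at least 50 counts and 96 at 3 h alone, and 160 were higher and 218 lower with the mean over times and a replicate block. The share of higher indices fell below that of lower ones with TMM (28.2%), the median of ratios (42.1%), each arm divided by its own 0 h library (26.6%), the mean over times (42.3%), without replicate 1 (39.3%) and without replicate 2 (33.6%). Leaving out each replicate gave 111 (without replicate 2) to 1336 higher (without replicate 3) and 123 to 219 lower, with median differences from -0.0705 (without replicate 2) to 0.0536 (without replicate 3).

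In the tenth of genes with the largest TDD difference, AAA and GAA reversed to -5.1% and -2.9% in the siRNA experiment. Leaving out each replicate gave -1.9% to 14.9% (AAA) and -2% to 16% (GAA), both negative without replicate 1. In the medium experiment GAA and GAG were -1.4% and 5.1% with TMM and -0.3% and 0.9% at 3 h alone, and GAA reversed to 5.8% with third-position GC. Leaving out each replicate gave -28.5% (without replicate 2) to 2% (GAA, without replicate 3) and 0.7% (without replicate 3) to 13.7% (GAG). GAG was 13.3% and below the threshold without replicate 2.

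A replicate block gave 5101 genes at 0 h and 74 interaction genes in the siRNA experiment, and 2463 genes at 0 h in the medium experiment, whose same-numbered libraries did not deviate together at 0 h in the T arm (0.17, -0.19 and -0.17). They did in both arms at 3 h (0.15 to 0.43) and in the TCHX arm at 5 h (0.86, 0.71 and 0.9), but not in every pair in the T arm at 5 h (0.35, 0.05 and 0.22). In 57 values the block reversed no direction, moved no tested value across the threshold and changed no count more than 1.5-fold. Without the block in the TDD model, 1 of 21 values changed, with 1 siRNA gene called after adjustment. Scaling to the spike-in was not run for want of spike-in names in the table used here, nor were stable genes at both times for the medium experiment, where 3 genes passed (8 in the siRNA experiment). Depth, at 5987692 counts in the smallest library, limits low genes such as CTU2 in siCTU2 cells.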

Other observations

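The tests of cell types and depth, those that removed a trend, and those of the joined words and of transcripts of similar length were chosen after the result they bear on was seen.

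The library labelled siCTU2 TCHX 5 h replicate 3, which went against its label, and 2 others of replicate 3 (mQ T 5 h and pQ TCHX 0 h) had counts for 19896 to 20364 genes, against 15507 to 17495 in the other 69. Genes that were nearly absent elsewhere (17242 genes) took 0.846 to 0.886% of their counts, against 0.165 to 0.236%. Their profiles correlated with r of at least 0.988 across 6425 genes, although their groups differ. Their CTU2 levels were 10.4, 19.4 and 22.9 CPM, and JUN was at 25.9 CPM in the mQ library after 5 h of triptolide. Higher depth is argued against, because 18 other libraries had totals above the smallest of the 3. RNA or reads from other cells may be a source, and lists of marker genes were tested without the 60 extra genes seen first. Of 8 hepatocyte markers 0% were raised (ALB at 0 CPM), which argues against hepatocytes. Of 10 T cell markers 40% were raised (LCK at 18.8 CPM against 0.00319 elsewhere, ZAP70 at 0), and of 8 sympathoadrenal markers 62.5% (TH at 16.7 and HAND1 at 15.4 CPM), with 1 gene of each list above 1 CPM in the mean of the other libraries. Of 8 B cell markers 25% were raised (CD79A and MS4A1 at 0.0432 CPM). These 3 shares lie between the limits set for the test, so none of these sources is decided. No biological explanation was tested, because the 3 libraries belong to 3 conditions.

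The replicate 3 libraries at 5 h differed from replicates 1 and 2 in all 8 groups. In the 6 of them without extra genes, deviations from replicates 1 and 2 were shared, with r between 0.90 and 0.93 across genes for every pair, against 0.08 to 0.61 among replicate 3 libraries at 3 h. EEF1A1 was at 381.7 to 543.9 CPM in these 6 (at least 2523 counts), and at 2355 to 3875 CPM in 61 others. The mQ T 0 h replicate 2 and siCTU2 TCHX 5 h replicate 2 libraries were partly alike (780.8 and 1299 CPM of EEF1A1). GC content of the 3′ end might be the cause, but its median rank correlation with the deviations was 0.23 at 5 h and 0.04 at 3 h, between the limits set in advance. The same held for transcript length (0.11, with 0.13 at 3 h) and for runs of A, which could have been trimmed (median difference -0.12 log2, with -0.01 at 3 h). Each is argued against as the whole cause, because the lowest correlation between the 6 libraries was still 0.894, 0.897 and 0.899 after the trend with GC, length or runs of A had been removed. A partial contribution stays open. Lower depth is argued against as counting noise, because replicates 1 and 2 of these 6 groups, thinned at random to the total of replicate 3 where they were larger (10 libraries), still correlated with each other at r of at least 0.985, while their highest r with replicate 3 was 0.915. A cause that lowers both the total and the profile of a library cannot be told apart, since replicate 3 had the smallest total in 5 of the 8 groups. RNA or reads from cells of another type are argued against as the whole cause. The tenth of abundant genes (at least 100 CPM in replicates 1 and 2) that fell most needs foreign reads to make up 50.1 to 59.7% of the 6 libraries (at most 19.7% in replicate 3 libraries at 3 h), but no gene nearly absent in the remaining 63 libraries could then have been above 30.4 CPM in the source. A small contribution stays open, as genes nearly absent elsewhere took at most 0.236% of counts in the 6 libraries and at most 0.222% in the remaining 63. No condition explains a pattern found in all 4, and no biological explanation was tested.

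IDH1, G3BP2 and CCT3 fell about as far as CTU2 in siCTU2 cells, and unintended targets of the siRNAs may be a cause. The study pooled 2 siRNAs designed for few predicted off-targets. It also compared single siRNAs with the pool by RT-qPCR, on CTU2, ORC3, POLR1F, FABP5 and LIMK1 and not on these 3 genes. Unintended targets were tested here by words of 7 bases in 3′ UTRs of 10686 genes. In siCTU2 against siGL2 cells, 7 words in 2 families went with lower log2 fold changes more strongly than any word in 1000 shuffles (AAGGACT with a statistic of -9.19, ATGACCA with -7.66, strongest shuffle -5.13), and none did in mQ against pQ cells (strongest word -4.65, strongest shuffle -5.05). Of 532 genes lowered at least 2-fold, 44.2% had either word, against 19.3% of 6586 unchanged genes. These shares describe the genes in which the words were found and are no separate test. The 3′ UTRs of IDH1 and G3BP2 had a word but that of CCT3 had neither (its transcript has ATGACCA 2 times outside the 3′ UTR), so the condition set in advance was met by 2 of the 3 genes and the question stays open. The CTU2 transcript has both words, but so did 9.6% of transcripts, above the limit of 1 in 20 set in advance, so the condition was not met. Among 1597 transcripts of similar length, a comparison chosen after these values were seen, 2.6% had both, which leaves the origin of the words open. The joined words AAGGACTAT and ATGACCAAA were both missing from the CTU2 transcript (0). This argues only against siRNAs that match CTU2 over all 9 bases. Each word had been extended to the right only. A shorter match cannot be decided this way, because the CTU2 transcript has the 7-base words AAGGACT and ATGACCA themselves. The siRNA sequences were not used here, and a response to lower CTU2 remains open.

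AAA codons were more frequent in mRNAs with a higher TDD index in siCTU2 cells, and a general preference for A/T in the third position might explain this. The median third-position GC was 51.8% in these mRNAs and 57.4% in unaffected ones. With third-position GC in the regression the estimate fell from 0.129 to 0.0596 but kept its sign (Tukey-adjusted p = 0.000377), which argues against it as the whole cause and leaves it open as a part. The enrichment was not stable, being -1.9% without replicate 1, and 5 of the 10 splits of the replicates gave an AAA enrichment as large (3 of the 4 splits that part every pair). For GAA, 2 of 10 did (2 of the 4).

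The other splits of the samples into groups of 3 are given as counts out of 10, the real split included, and 10 splits can never give a share under 0.1. In the siRNA experiment, in brackets among the 4 splits that part every pair, a result as large was given by 1 (1) for the genes changed at 0 h, 7 (3) for the synthetase list, 1 (1) for the stress list, 8 (3) for the repair list, 1 (1) each for TCHX against T in siCTU2 and siGL2 cells, 4 (2) for the larger and 10 (4) for the smaller direction of TDD calls. In the medium experiment it was given by 1 for the genes changed at 0 h, 1 for the synthetase list, 1 for the stress list, 2 for the repair list, 1 each for TCHX against T in mQ and pQ cells (in pQ cells, whose same-numbered libraries deviate together, also 1 of the 4), 4 and 3 for the larger and smaller direction of TDD calls, 7 for GAA and 3 for GAG. For the interaction in the medium experiment (10 of 10) and the difference of the TDD responses (100 of 100), the real count was 0, with 525 and 880 genes at an unadjusted p under 0.05, so every split is as large by construction.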
